A study of Mus musculus with 4 samples.

How the data were processed

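Gene expression was measured by bulk RNA sequencing in the livers of 4 male C57BL/6J mice aged 18 weeks. Per the labels, each animal had received the FAT-MASH diet, a diet used to produce metabolic dysfunction-associated steatohepatitis (MASH), together with resolvin D1 (RvD1), a lipid mediator derived from docosahexaenoic acid. Per the labels, total RNA was extracted with a column kit and libraries were made after poly(A) enrichment by a sequencing company. The 4 samples form a single group, named livers 1 to 4 after the numbers in the labels. No untreated, diet-only or vehicle-treated livers were analysed here, so no comparison between groups was made and no effect of RvD1 or of the diet can be read from the values.

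The authors' deposited table gives 24138 rows with a gene identifier, a gene symbol, a genomic span and a value for each of the 4 livers. Neither the header nor the labels state the unit, the aligner, the quantification program, the annotation or the genome build. The deposited values were taken to be FPKM, that is fragments scaled by transcript length in kilobases and by the number of mapped fragments. This rests on the values themselves, which are not whole numbers, sum to totals between 516816 and 570681, and at low expression scale with the inverse of transcript length. The identifiers have the form that the Cufflinks programs write. The spans overlapped the RefSeq span of the same symbol in GRCm38 for 99.5% of 22565 symbols compared. Start positions equalled the RefSeq start in 3.00% of these symbols as deposited and in 52.0% with 1 added, so 1 was added to each start. All coordinates printed are those of the deposited table with this change, and its build is not named. A span can cover several merged genes. Columns were matched to samples through the sample descriptions, and 0 columns were left unmatched.

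An FPKM table holds no read counts, so the planned chi-square test of counts between libraries, the scaling factors that need counts and the alternatives to both were not run. The depth was estimated from genes with a single annotated transcript longer than 800 bases in GENCODE vM21, in which the lowest values cluster at the value of 1 fragment. The product of FPKM and transcript length less 200 bases, taken as its median between 25 and 75, gave about 20.1, 19.4, 19.5 and 18.8 M fragments for livers 1 to 4. Subtracting 100 or 300 bases in place of 200 gave estimates from 18.2 to 21.2 M. The window surrounds the estimate, so these depths are approximate, and whole fragment counts could not be recovered for most genes. At this depth 1 fragment on a transcript of about 1 kb is worth between 0.0496 and 0.0531 FPKM, so values near that level rest on few fragments.

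Values were analysed as log2(FPKM + 1), a scale that understates differences of genes near or below 1 FPKM. Genes with a mean of at least 1 FPKM were called expressed. The spread between animals was the SD of log2(FPKM + 1) over the 4 livers. Correlations between libraries were computed across expressed genes, which are not independent replicates, and carry no p-value. A total of 27 gene lists, holding 400 symbols of which 389 were in the table, were fixed before the data were examined, as were the measures, the tests and the processing alternatives. For each list with at least 4 expressed genes, the median SD, and in each liver the median deviation from the gene means, were compared with 10000 random lists of the same size matched on deciles of mean expression. These permutation tests were two-sided, with Benjamini-Hochberg adjustment over 23 lists for the spread and over 92 combinations of list and liver for the deviations, at a threshold of 0.05. They describe these 4 libraries. The deviations of a gene sum to 0 over the livers, so a large deviation in 1 liver moves the others the opposite way, and the calls of a list in several livers are not independent. Genes in a list that are regulated together vary together, which random lists of unrelated genes do not, so a small p-value is a statement about the list as a unit and not about a treatment.

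The gap between the most extreme liver and the nearest other liver, divided by the range over all 4, was computed for each expressed gene and compared with the 95% critical value of Dixon's ratio for 4 samples. The share of genes past it was set against normally distributed values simulated with the same SDs. The procedures were tested on simulated data with 10541 genes, of which 200 were changed in a single library by a 4-fold rise of FPKM + 1. The ratio found 70% of the changed genes and marked 5.10% of the unchanged genes. Smaller changes of single genes were not simulated. The simulated shifted list, with 0.5 added on the log2 scale in 1 library, and the simulated wide list, each of 15 genes, were both detected. Of the unchanged lists and shifts, 0 of 24 and 0 of 96 were called. The simulated genes varied independently and the unchanged lists were drawn at random. These counts therefore give no rate of false calls for lists of genes that are regulated together.

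The genes named in the text are those of the fixed lists, the 10 with the highest mean, and the 10 with the largest SD of log2(FPKM + 1) among genes with a mean of at least 5 FPKM. Other named genes were chosen after their values were seen. Lists of genes of the interleukin 6 (IL-6) and STAT3, NF-kB and glucocorticoid responses were written after the acute phase genes had been seen, as were the shortened forms of fixed lists. Some genes that are abundant in liver are listed at exactly 0, as a failed estimate would be, so such genes are given by liver without a mean. Alternatives comprised pseudocounts of 0.1 and 5, other expression minimums, scaling of each library by the median of its ratios to the gene means, the median absolute deviation, rank correlation, 20 bins for the matching, the mean in place of the median over a list, and leaving out each liver in turn. Restricting the genes to those above 0 in all 4 livers was added after the data were seen.

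Of the 27 lists, 4 had fewer than 4 expressed genes and were not tested: lymphocyte, neutrophil, exocrine pancreas and skeletal muscle. A symbol that occurred more than once was carried by 471 rows, and each was kept as it was. Members of families of near-identical genes, such as the major urinary protein (Mup), serum amyloid A (Saa), orosomucoid (Orm), haemoglobin and Serpina1 genes, share reads, and the division of reads between them is uncertain. Computation used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.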

Results

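The transcriptome of liver was profiled in 4 male mice aged 18 weeks that had been given a diet producing MASH, a liver disease with fat accumulation, inflammation and fibrosis, and had been treated with RvD1, a lipid mediator formed during the resolution of inflammation. The series asks how RvD1 affects communication between cells in this disease. The 4 livers belong to a single group, so the values below describe the level of each transcript in treated animals and its spread between animals. The estimated depth was 20.1, 19.4, 19.5 and 18.8 M fragments (M, mega) for livers 1 to 4.

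The sex recorded in the labels was examined first. Transcripts of Y-linked genes were present in all 4 libraries. Ddx3y had a mean of 13.96 ± 2.09 FPKM (SD, n = 4), Eif2s3y 32.5 ± 4.45 FPKM, Kdm5d 2.79 ± 0.109 FPKM and Uty 2.75 ± 0.548 FPKM (each SD, n = 4). Xist, which is transcribed from the inactive X chromosome of females, was listed at 0.00460, 0.00318, 0 and 0 FPKM in livers 1 to 4.

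On average 15110 ± 241 genes had a value above 0 and 10510 ± 83.8 genes had at least 1 FPKM (SD, n = 4). Of the 24138 rows, 14015 were above 0 in all 4 livers, 2346 in some and 7777 in none. No 2 libraries were copies of each other, since only 1 non-zero value was identical in any pair, between livers 1 and 2. The 10 most abundant genes of each library held 16.6%, 14.2%, 16.5% and 16.7% of the summed FPKM in livers 1 to 4, and the 100 most abundant held 42.9 ± 0.551% (SD, n = 4). Leaving out haemoglobin and Mup genes lowered the latter share to 41.6%, the largest change among its alternatives. Ribosomal protein genes contributed 4.78 ± 0.291% and Mup genes 2.92 ± 0.445% (SD, n = 4). Haemoglobin genes contributed 0.285%, 0.208%, 0.0907% and 0.143% in livers 1 to 4. The table had 0 rows on the mitochondrial chromosome.

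The gene with the highest mean was Apoa2 (chromosome 1, 171213970 to 171226379), at 15651 ± 4179 FPKM (SD, n = 4), followed by Apoa1 at 12970 ± 1593 FPKM. Mup20 reached 10747 ± 2732 FPKM, Fabp1 10650 ± 1521 FPKM and Apoc1 8507 ± 360.2 FPKM. The remaining members of the top 10 were Cyp2e1 (5507 ± 1562 FPKM), Ttr (5394 ± 1006 FPKM), Apoc3 (5167 ± 606 FPKM), Mgst1 (5074 ± 552 FPKM) and Ftl1 (4981 ± 726 FPKM). Apoa2 varied from 11166 FPKM in liver 2 to 20665 FPKM in liver 3, whereas Apoc1 varied from 8167 to 8868 FPKM.

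Several genes that are abundant in liver were listed at 0. Alb, Apoe, Trf and Scd1 were listed at 0 in all 4 livers. In the Serpina1 cluster on chromosome 12, Serpina1b was listed at 4557, 4143, 0 and 0 FPKM in livers 1 to 4, Serpina1c at 1689, 1591, 0 and 0 FPKM, and Serpina1a at 826, 858, 0 and 0 FPKM. Serpina1d, which lies between Serpina1b and Serpina1a, had 1961, 1786, 2464 and 2475 FPKM. The ranking by mean does not hold genes listed at 0. The shares of the summed FPKM given above do not count them either. For Serpina1a, Serpina1b and Serpina1c this holds in livers 3 and 4 only, so these shares are not fully comparable between livers.

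The 4 transcriptomes were alike across 10541 expressed genes. Pearson's r of log2(FPKM + 1) across genes ranged from 0.977 for livers 2 and 3 to 0.987 for livers 1 and 2, with a median of 0.983 over the 6 pairs. Without a filter on low values, which brings in the rows at 0 in all 4 livers, the median rose to 0.993, the largest change among the alternatives. The median SD between animals was 0.16 on the log2 scale, with a 10th percentile of 0.08 and a 90th percentile of 0.30. An SD below 0.25 was found for 8609 genes (81.7%), and an SD of at least 1 for 29 genes (0.275%). The median SD was 0.17 for 4003 genes with a mean from 1 to 5 FPKM, 0.16 for 5131 genes from 5 to 50 FPKM and 0.16 for 1407 genes of 50 FPKM or more. A pseudocount of 5 lowered the median SD to 0.11, the largest change among the alternatives.

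Chemokine and interferon-induced genes were examined as a part of the inflammatory response. Cxcl10 was listed at 4.73, 2.18, 1.89 and 3.48 FPKM in livers 1 to 4, a 2.51-fold range, and Cxcl9 at 3.26, 3.70, 1.92 and 3.33 FPKM. The span given for Cxcl10 (chromosome 5, 92331841 to 92414627) is also the span given for Cxcl11, which had a mean of 0.791 ± 0.341 FPKM (SD, n = 4). Irf1 had 12.6 ± 1.47 FPKM, Irf7 26.7 ± 4.78 FPKM and Psmb8 32.4 ± 2.04 FPKM (each SD, n = 4). Isg15 was 13.05 FPKM in liver 4 and between 8.41 and 9.02 FPKM in the other livers. Ccl5 was 5.42 FPKM in liver 3 and between 10.9 and 11.3 FPKM in the other livers.

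Macrophage transcripts were detected in each liver. Cd68 had 26.7 ± 5.48 FPKM, Csf1r 13.8 ± 1.83 FPKM, Adgre1 4.89 ± 0.805 FPKM, and Lyz2 114 ± 19.7 FPKM (each SD, n = 4). Clec4f, which marks resident Kupffer cells, had 10.3 ± 1.47 FPKM, while Timd4 was at 0.297, 0.200, 0.0450 and 0.0947 FPKM in livers 1 to 4, close to the limit set by the depth. Trem2 (chromosome 17, 48346401 to 48352276) had 9.47 ± 1.16 FPKM and Gpnmb 19.1 ± 3.19 FPKM (each SD, n = 4), both genes of lipid-associated macrophages. The efferocytosis receptors Mertk and Axl had 3.26 ± 0.550 and 7.87 ± 0.810 FPKM, and Ccr2 had 1.72 ± 0.476 FPKM (each SD, n = 4). Cd74 was 176 FPKM in liver 4 and between 211 and 217 FPKM in the other livers. The spread of the 19 expressed genes (median SD 0.21) was not separable from that of random lists (0.16; permutation test, p = 0.0526, adjusted p = 0.0864). Relative to the gene means the list was 0.17 higher in liver 2, in 17 of 19 genes (permutation test, p = 0.00040, adjusted p = 0.00194), and 0.18 lower in liver 3, where 3 of 19 genes were higher (permutation test, p = 0.00220, adjusted p = 0.00810). The call in liver 2 was lost when the mean replaced the median (permutation test, adjusted p = 0.0576, range over the alternatives 0.000968 to 0.0576).

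Among chemokines and cytokines, Ccl6 had 7.58 ± 1.14 FPKM, Ccl9 14.7 ± 1.86 FPKM, Ccl2 1.43 ± 0.467 FPKM and Tgfb1 9.06 ± 1.47 FPKM (each SD, n = 4). Il1b was listed at 0.197, 1.52, 0.446 and 0.577 FPKM in livers 1 to 4. Tnf was at 0.210, 0.129, 0.217 and 0.215 FPKM, values that correspond to a few fragments.

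Fibrosis genes varied more between animals than genes of like abundance. Col1a1 (chromosome 11, 94936270 to 94951856) ranged from 31.7 FPKM in liver 3 to 46.9 FPKM in liver 2, with a mean of 38.03 ± 7.23 FPKM (SD, n = 4). Col1a2 had 26.8 ± 7.57 FPKM, Col3a1 33.3 ± 5.67 FPKM, Dcn 148 ± 32.4 FPKM and Bgn 112 ± 9.52 FPKM (each SD, n = 4). Timp1 had 2.03 ± 0.565 FPKM, Acta2 1.74 ± 0.0908 FPKM and Spp1 191 ± 18.4 FPKM (each SD, n = 4). The median SD of 22 genes was 0.22, against 0.16 in random lists (permutation test, p = 0.0176, adjusted p = 0.0337). The call was lost without liver 2 (median SD 0.20, permutation test, adjusted p = 0.163) and without liver 4 (0.18, adjusted p = 0.272), with adjusted p from 0.000767 to 0.272 over the alternatives. Relative to the gene means, the list was 0.24 higher in liver 2, in 20 of 22 genes, and fell by 0.20 in liver 4, where 3 of 22 genes were higher (permutation tests, p = 0.00020 in both, the smallest that 10000 lists can give, adjusted p = 0.00115).

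**Figure D1:**
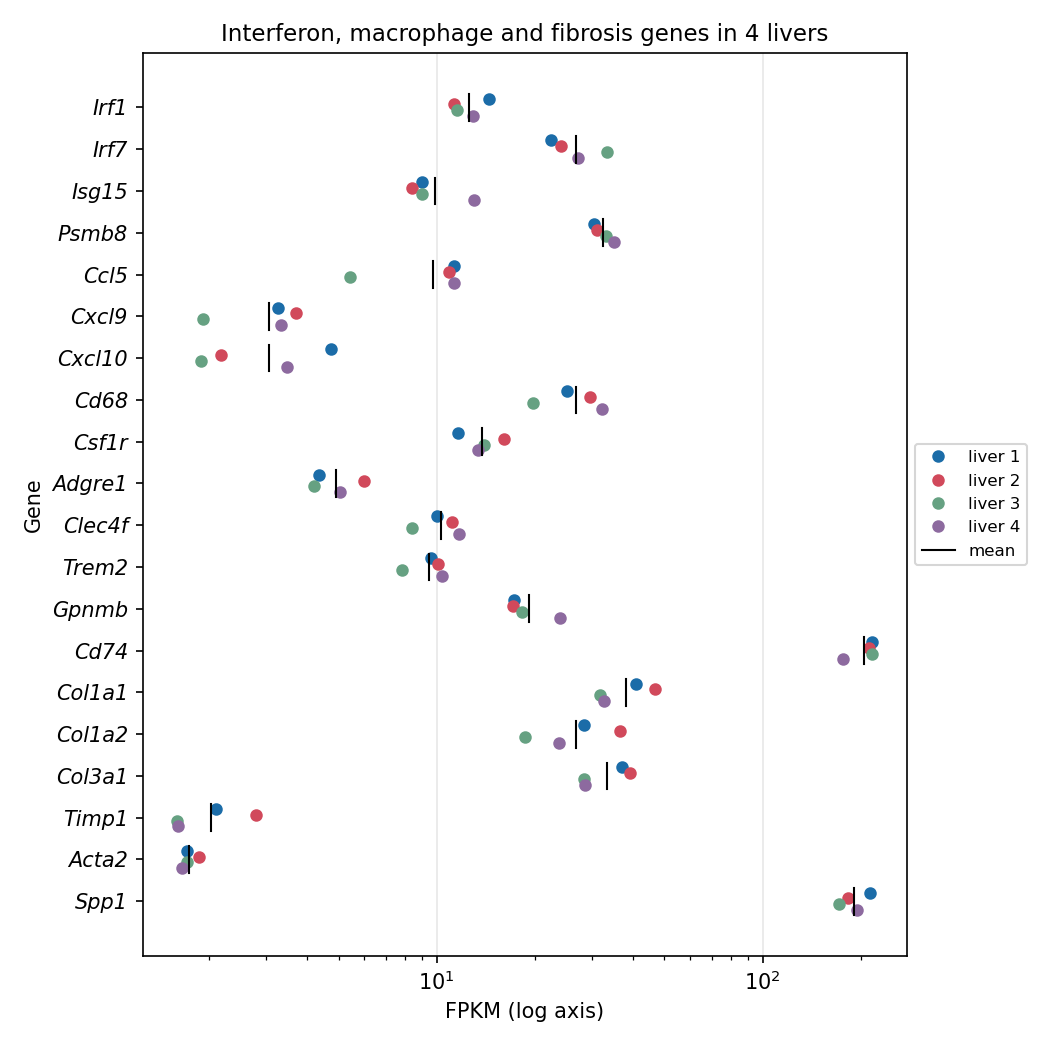
FPKM of interferon, macrophage and fibrosis genes on a log axis, with 1 point for each of the 4 livers and a black line at the mean. Acta2 varies least (1.13-fold), while Cxcl10 (2.51-fold) and Ccl5 (2.09-fold) vary more.

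Genes of the synthesis and reception of resolvins were mostly low. Fpr2 (XLOC_008584, chromosome 17, 17887824 to 17893952), which encodes a receptor for RvD1, was listed at 0.448, 0.302, 0.415 and 0.470 FPKM in livers 1 to 4, and Fpr1 at 1.27, 1.14, 0.875 and 1.67 FPKM. Fpr3 was listed at 0 in all 4 livers. The lipoxygenase genes Alox5, Alox12 and Alox15 had means of 0.0746 ± 0.0542, 0.232 ± 0.0818 and 0.251 ± 0.126 FPKM (each SD, n = 4). In contrast Ephx2 had 408 ± 69.8 FPKM and Lta4h 16.95 ± 1.12 FPKM (each SD, n = 4). Anxa1 had 5.35 ± 0.818 FPKM and Cmklr1 1.34 ± 0.114 FPKM (each SD, n = 4). Alox5ap was 3.49 FPKM in liver 2 and between 4.93 and 5.12 FPKM in the other livers. The 6 expressed genes of this list did not differ in spread from random lists (median SD 0.20 against 0.17; permutation test, p = 0.423, adjusted p = 0.487). Without liver 2 their median SD was 0.09.

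Genes of lipid metabolism were examined because MASH is a disease with fat accumulation. Fasn was listed at 237, 176, 286 and 132 FPKM in livers 1 to 4, Acly at 111, 89.9, 119 and 58.4 FPKM, and Srebf1 at 166, 135, 207 and 175 FPKM. The lipid droplet genes Plin2 and Cidec had 383 ± 82.7 and 38.7 ± 14.1 FPKM, Cd36 52.1 ± 12.9 FPKM and Pparg 21.2 ± 4.43 FPKM (each SD, n = 4). The 19 expressed genes of lipogenesis and lipid droplets had a median SD of 0.32, against 0.16 in random lists (permutation test, p = 0.00020, the smallest that 10000 lists can give, adjusted p = 0.000767). The 16 genes of fatty acid oxidation had a median SD of 0.19 and were not separable from random lists (permutation test, p = 0.234, adjusted p = 0.299). Cpt1a had 224 ± 29.2 FPKM (SD, n = 4). The 18 genes of cholesterol synthesis had a median SD of 0.20 and were not apart from random lists (permutation test, p = 0.0758, adjusted p = 0.116). Median-ratio scaling (0.21, permutation test, adjusted p = 0.0371) and leaving out liver 2 (0.23, adjusted p = 0.0224) each brought them past the threshold, with adjusted p from 0.0224 to 0.333 over the alternatives. Insig1 was 184, 188, 121 and 97.4 FPKM in livers 1 to 4.

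Acute phase genes differed between animals. Saa1 (XLOC_019838, chromosome 7, 46740499 to 46742980) was listed at 139, 2135, 45.6 and 131 FPKM in livers 1 to 4, and Saa2 (chromosome 7, 46751833 to 46754314) at 107, 2106, 42.6 and 96.1 FPKM, so that liver 2 exceeded the next highest liver 15.4-fold and 19.7-fold. These 2 genes are near-identical and their values are not independent. Lcn2 was 114, 714, 55.4 and 103 FPKM, Orm2 63.6, 235, 35.1 and 48.9 FPKM, and Apcs 43.4, 131, 26.7 and 50.05 FPKM in livers 1 to 4. Orm1 was 1631 FPKM in liver 2 and between 758 and 812 FPKM in the other livers, and Itih4 was 960 FPKM in liver 2 and between 430 and 518 FPKM in the other livers. Hp and Hpx were 3598 and 4113 FPKM in liver 2, which was 1.47-fold and 1.34-fold above the next highest liver. Crp and Fgg differed little, at 227 ± 25.6 and 1752 ± 246 FPKM (each SD, n = 4), and Saa3 was 19.03, 25.6, 12.2 and 25.3 FPKM. All 16 genes of the list lay above their mean in liver 2, by a median of 0.59 on the log2 scale (permutation test, p = 0.00020, the smallest that 10000 lists can give, adjusted p = 0.00115). The list lay at -0.42 in liver 3 and at -0.22 in liver 1 (permutation tests, p = 0.00020, adjusted p = 0.00115 in both). Deviations are taken from the mean of all 4 livers, so the high values of liver 2 lower those of the other 3. The list was not apart in liver 4 (0.07, permutation test, p = 0.208, adjusted p = 0.289). With the mean in place of the median liver 4 was past the threshold and lower (-0.10, permutation test, adjusted p = 0.0427, range over the alternatives 0.0427 to 0.331). The median SD of the list was 0.48, against 0.16 in random lists (permutation test, p = 0.00020, adjusted p = 0.000767). Without liver 2 it was 0.30 and still past the threshold (permutation test, adjusted p = 0.000920, range over the alternatives 0.000625 to 0.000920).

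**Figure D2:**
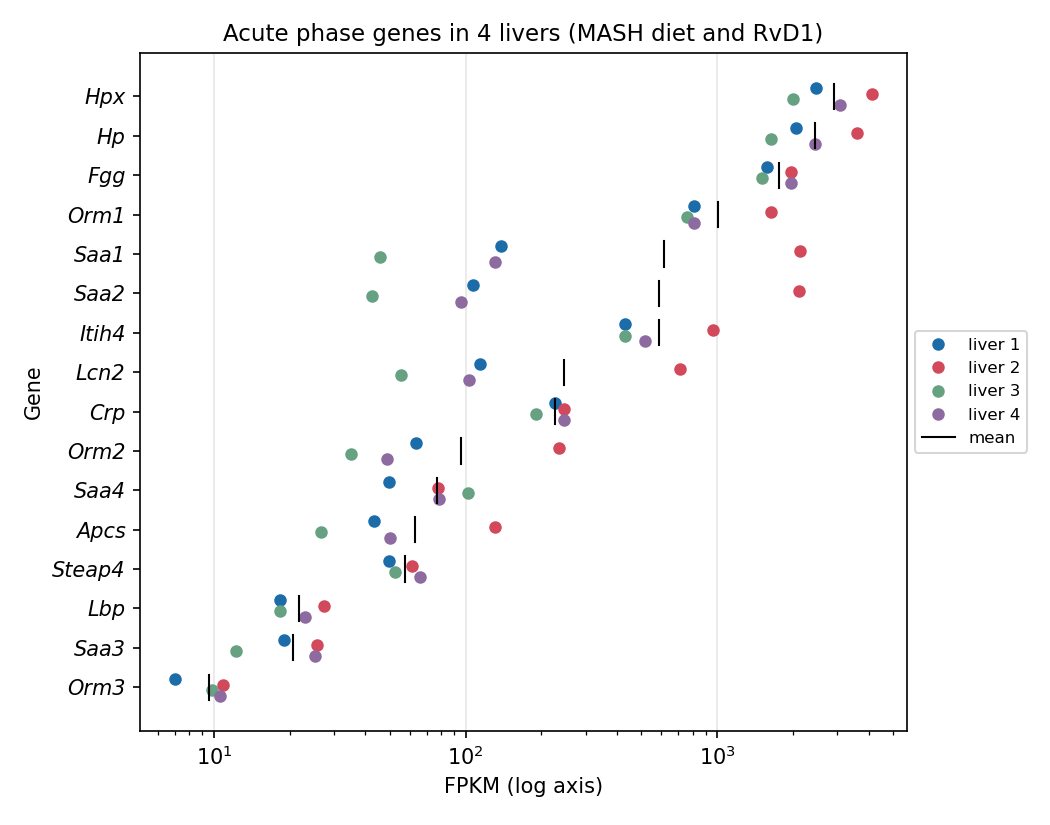
FPKM of the 16 acute phase genes on a log axis, with 1 point for each of the 4 livers and a black line at the mean. Liver 2 is highest by the widest margin for Saa1 (2135 FPKM) and Saa2 (2106 FPKM), and the livers are close together for Crp and Fgg.

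In all, 13 of the 23 tested lists had a wider spread than matched genes, and 0 had a narrower one (permutation tests with adjustment over 23 lists). An unadjusted p under 0.05 was likewise found for 13 lists. With a mean of at least 5 FPKM the number was 10 of 20 lists, the largest change among the alternatives that kept all 4 livers. Of the 3 calls fewer, that of the unfolded protein list was lost, while the adipose and cell cycle lists had too few genes to be tested. The number was between 9 and 12 when a liver was left out. Besides lipogenesis, acute phase and fibrosis, these were the immediate early list (median SD 0.37), pericentral hepatocyte (0.35), Mup and male-biased (0.45), erythroid (0.60), adipose (0.48), hepatocyte (0.31), unfolded protein and integrated stress (0.27), senescence and p53 (0.28), xenobiotic and nuclear receptor target (0.25) and cell cycle (0.27) lists. The first 4 of these had p = 0.00020, the smallest that 10000 lists can give, and adjusted p = 0.000767 (permutation tests). For the other 6, in the order given, the permutation tests gave p = 0.000600, 0.00100, 0.00160, 0.00240, 0.0142 and 0.0192, and adjusted p = 0.00197, 0.00287, 0.00409, 0.00552, 0.0297 and 0.0340. The erythroid list had 5 expressed rows, all of them haemoglobin genes or Alas2, and its median SD was 0.35 without liver 3. The adipose list had 4 expressed genes, and its call was lost without liver 2 (median SD 0.28, permutation test, adjusted p = 0.0924) and with a minimum of 0.1 FPKM (0.18, adjusted p = 0.601), with adjusted p from 0.00197 to 0.601 over the alternatives. The unfolded protein list was not apart without liver 1 (0.18) or without liver 2 (0.17), nor with a minimum of 5 FPKM (0.19). The xenobiotic list lay slightly below random lists without liver 1 (0.16, permutation test, adjusted p = 0.775) and was not apart with a pseudocount of 0.1 (0.25, adjusted p = 0.0676), with adjusted p from 0.000625 to 0.775 over the alternatives. The senescence list was not apart without liver 2 (0.20, permutation test, adjusted p = 0.281, range 0.00120 to 0.281), the hepatocyte list without liver 3 (0.22, adjusted p = 0.0721, range 0.000800 to 0.0721) and the cell cycle list without liver 1, 2 or 4 (0.28, 0.25 and 0.20). The cholangiocyte (median SD 0.20), endothelial (0.19), periportal hepatocyte (0.17), circadian clock (0.16) and chemokine and cytokine (0.22) lists were not apart from random lists (permutation tests, p from 0.107 to 1.00, adjusted p from 0.150 to 1.00).

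Of the 92 combinations of list and liver, 37 were apart from random lists (permutation tests with adjustment over 92 tests), 10 in liver 1, 10 in liver 2, 9 in liver 3 and 8 in liver 4. The number was 34 of the 92 both with the mean in place of the median and with a minimum of 0.1 FPKM, the largest change among the alternatives. Across the alternatives, 22 of the 37 were past the threshold under all 4 of them. In liver 2 the Mup and male-biased list fell by 0.56, with 1 of 12 genes higher (permutation test, p = 0.00020, adjusted p = 0.00115). The pericentral list fell by 0.32 in liver 2, with 1 of 12 genes higher (permutation test, p = 0.00020, adjusted p = 0.00115), and the endothelial list rose by 0.26, with 10 of 11 genes higher (p = 0.000400, adjusted p = 0.00194). The senescence list was 0.34 higher in liver 2, in 7 of 10 genes (permutation test, p = 0.00020, adjusted p = 0.00115). The chemokine and cytokine list was 0.18 higher in liver 2, in 10 of 10 genes, and fell by 0.20 in liver 3 (permutation tests, p = 0.00420 and 0.00240, adjusted p = 0.0133 and 0.00849). The erythroid list was 0.61 higher in liver 1 and fell by 0.82 in liver 3 (permutation tests, p = 0.00020, adjusted p = 0.00115 in both). The hepatocyte list was 0.15 higher in liver 3 (permutation test, p = 0.00780, adjusted p = 0.0223), with 4 of 8 genes higher. With the mean in place of the median, which the 0 values of Serpina1c enter in full, it was -0.52 in liver 3.

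**Figure D3:**
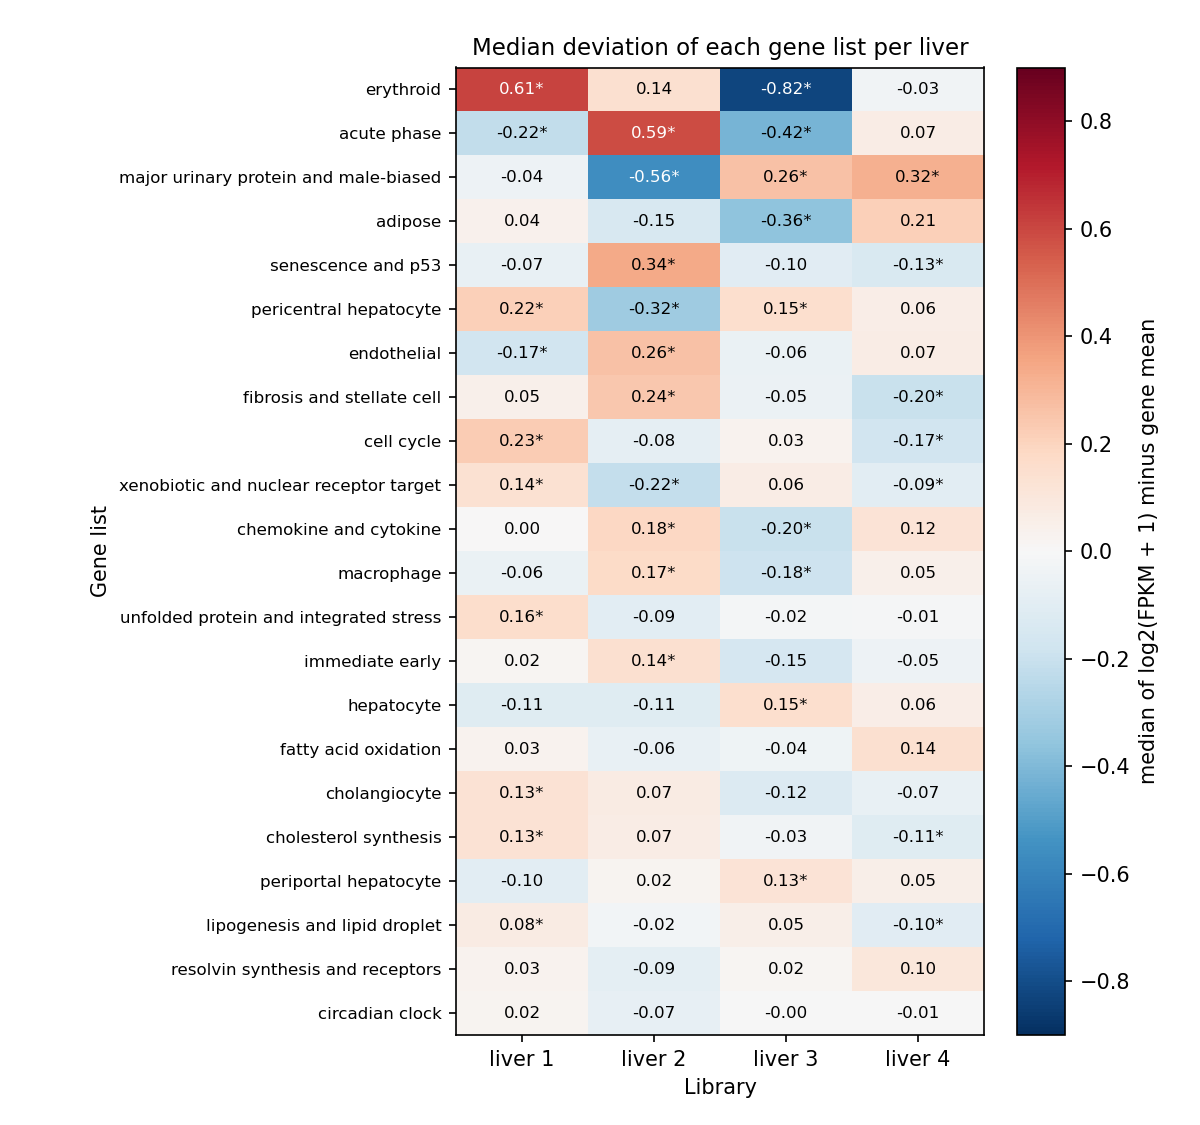
Median deviation of log2(FPKM + 1) from the gene means for 22 of the 23 tested gene lists (rows) in 4 livers (columns), with colour and printed number giving the deviation. An asterisk marks an adjusted p below 0.05 against 10000 matched random lists, and the most extreme values are those of the erythroid list in liver 3 (-0.82) and liver 1 (0.61).

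Among genes with a mean of at least 5 FPKM, 8 of the 10 with the largest SD were listed at 0 in at least 1 liver. These were Serpina1a, Serpina1b and Serpina1c and 5 small RNA genes. Mir703 was listed at 360 FPKM in liver 1, Snora31 at 228 FPKM in liver 2, Mir6236 at 37.7 FPKM in liver 1 and Mir8091 at 25.7 FPKM in liver 4, and each was listed at 0 in the other livers. Snora70 was listed at 35.6, 0, 36.3 and 0 FPKM in livers 1 to 4. The remaining members of the 10 were Saa2 and Saa1. Among genes above 0 in all 4 livers, a restriction chosen after the values were seen, Saa2 and Saa1 were followed by the metallothionein genes Mt2 and Mt1. Mt2 was listed at 21.9, 430.4, 32.4 and 109 FPKM and Mt1 at 34.1, 389, 51.5 and 189 FPKM in livers 1 to 4. Onecut1 was 1.25, 6.20, 23.7 and 7.33 FPKM, Cish 1.19, 6.16, 7.23 and 22.2 FPKM, and Fgl1 98.6, 587, 63.8 and 127 FPKM in livers 1 to 4.

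A single liver stood apart from the other 3 by Dixon's ratio for 576 of 10541 expressed genes (5.46%), against 542 genes (5.14%) in simulated values. Livers 1 to 4 were the liver apart for 92, 141, 204 and 139 genes, against 138, 130, 136 and 138 in the simulation. With a mean of at least 10 FPKM the number was 242 of 4547 genes (5.32%).

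Genes of neighbouring tissues and of blood cells were examined. The skeletal muscle list had 0 expressed genes, with a highest mean of 0.362 FPKM, and the exocrine pancreas list had 1, Cela1, at 4.56 FPKM. Of the adipose list, 4 genes were expressed, Car3 at 1593 ± 183 FPKM, Lpl at 33.5 ± 4.30 FPKM, Fabp4 at 19.6 ± 12.4 FPKM and Cfd at 2.21 ± 1.81 FPKM (each SD, n = 4). Fabp4 was 11.1, 37.5, 11.6 and 18.2 FPKM in livers 1 to 4. Lep and Plin1 were listed at 0 in all 4 livers, and Adipoq at 0.0480, 0, 0.0528 and 0 FPKM in livers 1 to 4. The neutrophil genes S100a8 and S100a9 were listed at 4.22, 7.79, 3.20 and 5.19 FPKM and at 5.03, 7.93, 6.37 and 2.42 FPKM. The lymphocyte list had 3 expressed genes of 14 listed, with a highest mean of 1.19 FPKM.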

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

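The tests of gene length for small RNA genes were chosen after the result was seen, and the tests of library scaling, abundant genes and Apoa2 were written before it was seen. Of 144 values examined, 14 had a single liver far from the other 3. The measure was the gap to the nearest liver divided by the range. The 14 were 11 of 110 genes, 2 of 11 measures of the libraries and 1 of 23 lists. Of the 11 genes, 4 are listed at 0 in 3 livers. A rate of 5% would give about 7.2. Some genes had been named for a large SD or after their values were seen, so 7.2 is not the number that chance gives for this set. The design names no biological difference between the animals, and apart from the responses examined for the acute phase genes no biological explanation was tested for these values.

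Ccl5 was lower in liver 3 (ratio 0.948), Cd74 in liver 4 (0.882), Alox5ap in liver 2 (0.896) and Tnf in liver 2 (0.920), and Isg15 was higher in liver 4 (0.843). Library scaling was tested as the source. After scaling each library by the median of its ratios to the gene means, 5 of the 5 genes were still past the limit. The smallest ratio was then that of Isg15 (0.830), which barely passed, so scaling is argued against less firmly for that gene. Tnf rests on few fragments in each liver. With 11 of 110 genes past the limit, some of these may be what chance gives, and the data do not say which.

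Orm1 was higher in liver 2 (ratio 0.911), together with the other acute phase genes, for which the tests are given with the acute phase list. Apoa1 was higher in liver 4 (0.870), and no explanation was tested for it. The senescence and p53 list was higher in liver 2 (0.861), and no explanation was tested for it either.

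Snora31 in liver 2, Mir8091 in liver 4, Mir703 in liver 1 and Mir6236 in liver 1 each had a ratio of 1, since each was listed at 0 in the other 3 livers. Short gene length was tested as the source. Of the 8 genes with a 0 in some livers and a highest value above 5 FPKM, Serpina1 copies aside, 87.5% were shorter than 200 bases in RefSeq, against 0.0148% of 6752 genes above 0 in all livers with a highest value above 5 FPKM. The 8 were known to be small RNA genes, which are short, so the test does not show that length produced the 0 values. Length cannot be told apart from other properties of this class of genes.

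The summed FPKM was higher in liver 4 (570681, ratio 0.859). A few abundant genes were tested as the source. Without the 100 genes of highest mean, liver 4 still exceeded the mean of the other 3 livers by 7.92%, against 9.52% with all genes, which argues against that explanation. The authors' scaling stays open, since it is not stated.

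The share of the 10 most abundant genes was lower in liver 2 (14.2%, ratio 0.938). Apoa2, as 1 gene, was tested as the source. Without it the shares were 14.8%, 13.19%, 13.95% and 15.6% in livers 1 to 4, so liver 2 was still the lowest, while its ratio fell to 0.348. The test leaves open whether Apoa2 accounts for the difference, since it removed the gap and not the order.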

How the results depend on the processing

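The median SD of 0.16 between animals moved to 0.187 with a pseudocount of 0.1, to 0.106 with a pseudocount of 5 and to 0.123 with the median absolute deviation. It was between 0.139 and 0.168 when a liver was left out, lowest without liver 3. The 29 genes with an SD of at least 1 became 49 and 18 with pseudocounts of 0.1 and 5, 19 with a mean of at least 10 FPKM and 18 with the median absolute deviation. They became 17 among genes above 0 in all 4 livers, an alternative chosen after seeing the data. A larger pseudocount shrinks log2 differences and a higher minimum leaves fewer genes, by construction. For the median absolute deviation the cause was not tested.

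The median correlation of 0.983 moved to 0.980 with Spearman's coefficient, 0.976 with a pseudocount of 0.1, 0.988 with a mean of at least 0.1 FPKM and 0.993 with no filter, and the cause was not tested. The 576 genes with a single liver apart became 242 with a mean of at least 10 FPKM, where 4547 genes were tested in place of 10541. The share of the 100 most abundant genes fell from 42.9% to 41.62% without haemoglobin and Mup genes, which are themselves abundant.

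Of 23 lists, 13 had a wider spread, and between 10 and 14 did under the alternatives that kept all 4 livers. Of the 13, 9 were past the threshold under each of these alternatives. With a mean of at least 5 FPKM 20 lists could be tested, and the adipose and cell cycle lists, 2 of the 13, had too few genes. Over 227 recomputed spreads, 211 kept their direction and side of the threshold, 13 were weaker, 2 stronger and 1 reversed. The reversed one was the xenobiotic list without liver 1 (0.157), in a range of 0.157 to 0.284 when a liver was left out, and the cause was not tested.

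Of 92 deviations of lists in single livers, 37 were past the threshold, and between 34 and 36 under the alternatives. The counts of wider lists and of deviations with a minimum of 0.1 FPKM (13 and 36) include lists that had enough genes only at that minimum. Over 368 recomputed deviations, 340 were the same, 18 weaker, 7 stronger and 3 reversed. The 3 were those of the hepatocyte list with the mean in place of the median, at 0.586 in liver 1, 0.529 in liver 2 and -0.522 in liver 3. The cause is the construction of the mean, which Serpina1c enters at 0 in livers 3 and 4.

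The alternatives that need read counts were not run. The depth limits the lowest genes, since 1 fragment at 1 kb is worth about 0.0496 to 0.0531 FPKM.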

Other observations

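The tests of the NF-kB and glucocorticoid lists and of Socs2 were written before those values were seen, and the other tests in this part were chosen after the result was seen. Random lists treat genes as independent, so lists of co-regulated genes pass more easily. The design names no biological difference between animals of its 1 group, so none was tested beyond the lists given here.

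Acute phase genes were higher in liver 2 (0.59). Library scaling is argued against, since the median deviation of all expressed genes in liver 2 was -0.01924. Reads shared between gene copies are argued against by the 9 members outside the Saa and Orm families, of which 9 were higher, by 0.5479 (permutation test, p = 0.00020, the smallest these lists can give, adjusted p = 0.000600). Neutrophils as the source are argued against, since the larger rise of the abundant neutrophil transcripts S100a8 and S100a9 was 3.58 FPKM, while Lcn2 rose by 623 FPKM. Adipose tissue carried over was tested with Adipoq, Cfd and Plin1, of which Cfd was the highest in liver 2. Cfd was 0.961 FPKM there, against 2.81, 0.556 and 4.49 FPKM in livers 1, 3 and 4. It was thus not raised in liver 2 and lay within the range of the other livers. The span given for Cfd is also the span given for Elane. Plin1 was listed at 0 in all 4 livers, which is not counted as evidence. Fabp4, also of the adipose list, went the other way and was highest in liver 2 (37.5 FPKM, against 11.1, 11.6 and 18.2 FPKM in livers 1, 3 and 4). Of the 4 expressed genes of that list, 1 was higher in liver 2 than its mean. Since Cfd and Fabp4 differ, adipose tissue is left undecided.

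A stronger IL-6 and STAT3 response in liver 2 was tested for the acute phase genes. A list of such genes was 0.2117 higher there, in 11 of 17 genes (permutation test, p = 0.00020, the smallest these lists can give, adjusted p = 0.000600). Of its members, Fgl1 and Gadd45g had been seen to vary before the list was written. The members that rose most, Fgl1 (1.98), Lrg1 (1.01) and Serpina3n (0.74), are acute phase genes themselves. Other members rose as well, among them Cebpb (0.64), Nfil3 (0.42), Cebpd (0.41), Cd14 (0.40) and Tifa (0.30). In contrast Socs3 (-0.06), Stat3 (-0.05), Bcl3 (-0.26), Pim1 (-0.21), Gadd45g (-0.26) and Il1r1 (-0.08) did not rise. Hamp, another target that is not on the list, was 1258, 1276, 3213 and 1870 FPKM in livers 1 to 4 and thus not raised in liver 2. The list leaves this response undecided. It lay at -0.26 in liver 1, 0.01 in liver 3 and -0.11 in liver 4 (permutation tests, p = 0.00020, 0.551 and 0.00020, adjusted p = 0.000600, 0.661 and 0.000600). A glucocorticoid response stays open, since its list was 0.1367 higher in liver 2, in 9 of 12 genes (permutation test, p = 0.00380, adjusted p = 0.00829). The NF-kB list had a median deviation of -0.01569, with 5 of 12 genes higher (permutation test, p = 0.993, adjusted p = 0.993), and members going both ways leave it undecided. The tests do not separate these responses, and no protein or hormone was measured.

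The Mup and male-biased genes were lower in liver 2 (-0.56). Reads shared between Mup copies are argued against by the 8 members that are not Mup genes, of which 0 were higher, with a median of -0.5868 (permutation test, p = 0.00020, the smallest these lists can give, adjusted p = 0.000600). The same 8 members were lower in liver 1 too (-0.18, 2 of 8 higher, permutation test, adjusted p = 0.00480). They were higher in livers 3 and 4 (0.46 and 0.22, 8 of 8 in both, permutation tests, adjusted p = 0.000600 and 0.0136). With the Mup genes included, liver 1 was not past the threshold (-0.04, permutation test, adjusted p = 0.654). A female animal or mixed library is argued against by Xist, at 0.00318 FPKM in liver 2. No further explanation was tested.

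Serpina1a, Serpina1b and Serpina1c were listed at 0 in livers 3 and 4. Fewer hepatocytes are argued against, since the lowest deviation of the other hepatocyte genes in these livers was -0.2579. Without Serpina1c the hepatocyte list was 0.37 higher in liver 3, in 4 of 7 genes (permutation test, p = 0.00020, the smallest these lists can give, adjusted p = 0.000600), and not past the threshold in liver 4 (0.09, permutation test, p = 0.497, adjusted p = 0.627). A limit on fragments summed over the cluster is argued against by Serpina1d, with at least 2464 FPKM in both livers. In livers 1 and 2 the cluster nevertheless ranked 1 among loci in FPKM times kb (13656 and 12582). A limit on the fragments of a single locus was tested with loci that had a value in every liver. Of these, 58 were larger in FPKM times kb than the smallest affected copy. The values of the copies hold reads after their division between copies, and not the fragments aligned to each locus. The test therefore leaves such a limit undecided. Reads assigned to the other copies are argued against, since the sum over the 5 copies in livers 3 and 4 was at most 0.307 of that in livers 1 and 2. What produced the values of 0 stays open.

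In liver 1 Cish was lowest (1.19 FPKM) and Bcl6 was 25.6 FPKM, 4.53-fold above the next highest liver, both chosen after their values were seen. The timing of a growth hormone pulse is a candidate explanation. Socs2, another target of this pathway, ranked 1 from the lowest in liver 1 (3.13, 14.1, 12.57 and 13.8 FPKM in livers 1 to 4). Chance gives that rank in 1 of 4 cases and the test rests on 1 gene.

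Pericentral genes were lower in liver 2 (-0.32). A shift between lobule zones cannot be told apart from other sources, since the periportal genes had a median deviation of 0.02481, with 6 of 11 genes higher and members going both ways.

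The deposited table lists its genes in 5 stretches of ascending identifiers, with 11492, 258, 349, 2 and 12037 genes. The median of the gene means was 6.64, 0.560, 0.409, 1298 and 0 FPKM in these stretches. The stretch of 2 genes held Serpina1a and Serpina1b. Serpina1d, Serpina1e, Mup14 and Mup15 lay in the preceding stretch, and Serpina1c, Alb, Apoe, Trf and Scd1 in the last. In the last 3 stretches, 12 genes had a mean of at least 5 FPKM.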
